A study of Caenorhabditis elegans with 8 samples. Its data were reported in "The kinase GSK-3 alters the RNA-binding protein landscape of lipid metabolism transcripts leading to altered expression in the C. elegans nervous system" (2025).

How the data were processed

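RNA bound to ADR-1, a double-stranded RNA binding protein, was measured by RNA immunoprecipitation followed by sequencing (RIP-seq) in first-stage (L1) larvae of the nematode Caenorhabditis elegans. FLAG-tagged ADR-1 was expressed from a neural transgene in animals lacking their own adr-1. One strain kept the adr-2 gene and served as the control (neural ADR-1), and the other lacked adr-2 (neural ADR-1;adr-2(-)). From each strain, RNA was sequenced from the immunoprecipitate (IP) and from the lysate before immunoprecipitation (input). With 2 biological replicates of each, there were 8 libraries in 4 groups of 2, and group and replicate number were taken from the sample titles.

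Per the methods of the study, the authors selected polyadenylated RNA, aligned stranded single-end reads to the ce11 genome with WormBase WS275 genes using STAR, kept reads with a single location and counted them per gene on the sense strand with featureCounts. Reads shared between near-identical genes were therefore left out of the values, so such genes are understated. The authors then divided the counts of each library by a size factor, and the deposited signal per gene is this normalised read count, rounded to 2 decimals. The deposited table also held the authors' mean over the 8 libraries, a log2 ratio of ratios with its standard error, a likelihood ratio statistic (a score) and the p-value and adjusted p-value of the DESeq2 test made by the authors. All 8 columns of per-sample values were used.

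The table had 46917 rows of genes and 1 repeated header line at its end. Of the rows, 19460 were at 0 in all 8 libraries, and 1 gene identifier was listed in 2 rows, of which the row that matched its own deposited mean was kept, which left 46916 genes. The deposited mean was compared with the mean of the 8 values in each row, within 0.02 or 0.1%. The 2 means were equal in 46694 rows, called matched rows here, and differed in 223 rows, called mismatched rows (222 after 1 row per identifier was kept). All rows were analysed with their values as deposited. The split into matched and mismatched rows was introduced after the data were examined.

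Because the values in a library were whole multiples of one step, the value of 1 read, the reads behind them were recovered by division. In matched rows 100.0% of the values above 0 came out as whole reads, and in mismatched rows 92.1% did; the rest were rounded. Recovered reads per library ranged from 2595323 to 79185013. Values are reported with their SD over 2 replicates, and shares of reads with 95% Wilson intervals. Intervals and floors (3 reads) cover counting error only, since PCR copies are not independent molecules.

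The main test had been set before the data were examined for either unit. As the table held normalised values, limma (version 3.58.1, R 4.3.3; lmFit and eBayes with trend) was run on log2(value + 1) over all 8 libraries with 4 group means and no replicate block, for genes with a mean of at least 10. Changes are therefore on the log2(value + 1) scale, which understates the change of low genes. The contrasts were the ratio of ratios, (IP / input in adr-2(-)) / (IP / input in control), IP against input in each strain, and adr-2(-) against control in the inputs and in the IPs. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.001 with a log2 change of at least 1 or of -1 or less, the thresholds of the study. The pairing of replicates comes from the replicate numbers in the titles and was checked by the correlation of the deviations of same-numbered samples from their group means.

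Alternatives set before the data were examined were a replicate block by number and within strain, pseudocounts of 0.1 and 10, no filter, a mean of at least 50, rescaling of each library to the same total or by TMM, removal of the 10 most abundant genes, an adjusted p threshold of 0.05 and the removal of each library in turn without a test. Alternatives added after the data were examined were the removal of the mismatched rows, edgeR (version 4.0.16, quasi-likelihood F test) and DESeq2 (version 1.42.0) on the recovered reads, with likelihood ratio tests of 1 and of 3 degrees of freedom, and edgeR on libraries thinned to 2595323 reads. Tables were joined with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

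The tests were tested on data simulated at the real library sizes with 200 changed genes, in a single draw per simulated change. Gene means came from a fit of strain and fraction effects only, which leaves out each gene's own ratio of ratios. All genes and libraries shared a dispersion of 0.28. The real replicates spread unequally, with SDs of log2 differences of 0.65 in the control inputs and 1.40 in the control IPs. At a simulated log2 ratio of ratios of 3, limma recovered 0 of the 200 genes at the 0.001 threshold among 12760 tested. DESeq2 with 1 degree of freedom recovered 2 at 0.001 and 34 at 0.05 among 27233 tested, with 8 false calls at 0.05. At a log2 ratio of 6, limma recovered 1 of 200 at 0.001 and 144 at 0.05 among 12749 tested, and edgeR recovered 129 at 0.001 among 14937 tested with 0 false calls. DESeq2 recovered 158 at 0.001 with 1 degree of freedom among 27232 tested, with 0 false calls. DESeq2 with 3 degrees of freedom recovered all 200 among 27232 tested, with 640 false calls, because the test responds to any difference among the 4 groups. In this simulation, with 2 replicates per group, a log2 ratio of ratios of 3 was thus not detectable with limma at the 0.001 threshold. Power in the real data may differ.

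Gene names, coordinates, exon lengths and GC content were taken from the Ensembl release 115 annotation of the same genome build (WBcel235, ce11), which matched 46892 of the 46916 identifiers; this annotation release is not the one used for counting. Genes named were fixed beforehand as 11 genes of the neural regulon followed by the study, 12 reference genes, and the 5 largest changes in each direction among called genes with both replicate-matched ratios in that direction and a mean of at least 50. The adr-2 gene was not analysed here.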

Results

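To compare the transcripts associated with neural ADR-1 between animals with and without adr-2, IP and input libraries of both strains were examined. Recovered reads numbered between 2595323 and 2969937 in the 4 inputs and between 20950841 and 79185013 in the 4 IPs. The libraries thus differed up to 30.5-fold in depth, and the inputs were the shallower side of each ratio. One read was worth 3.01 and 2.63 normalised units in the control inputs and 6.40 and 8.91 units in the adr-2(-) inputs, so 3 reads amounted to as much as 26.7 units there. The ribosomal RNA gene rrn-3.1 held the most reads in every library. Its share ranged from 13.9% (95% Wilson interval 13.9 to 14.0%) in adr-2(-) IP replicate 2 to 49.6% (interval 49.6 to 49.6%) in adr-2(-) IP replicate 1.

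The replicates were then compared over the 13061 genes in matched rows with a mean of at least 10. Control inputs correlated at r = 0.962 across genes and adr-2(-) inputs at r = 0.900. Replicate IPs correlated less, at r = 0.814 in the control and r = 0.872 in adr-2(-). The IPs numbered 1 of both strains correlated at r = 0.988, more closely than the replicates of either strain, and the SD of their log2 differences was 0.36 against 1.40 and 1.12 between replicate IPs of the control and of adr-2(-). Genes are not independent replicates, so these coefficients describe the libraries only. Transcripts of adr-1 were listed at 0 in all 8 libraries although both strains carried an adr-1 transgene. The cause of these zeros was not tested, and adr-1 gave no check of the labels.

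The rows of the table fell into 2 kinds. In 46694 rows the mean in the authors' deposited table equalled the mean of the 8 values, and in 223 rows it did not. Of the 223 mismatched rows, 203 were listed at 0 in both control IPs and 20 were not. Among the 13061 matched rows with a deposited mean of at least 10, 0 were listed at 0 in both control IPs. For 145 of the 203 rows at 0, a control IP mean could be computed both from the deposited mean and from the deposited log2 ratio of ratios. The 2 computed values lay within 0.1 on the log2 scale of each other in 127 rows, with a median of 557 normalised units where they did so. In 43 of the 203 rows, the other 6 values already exceeded 8 times the deposited mean.

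**Figure D1:**
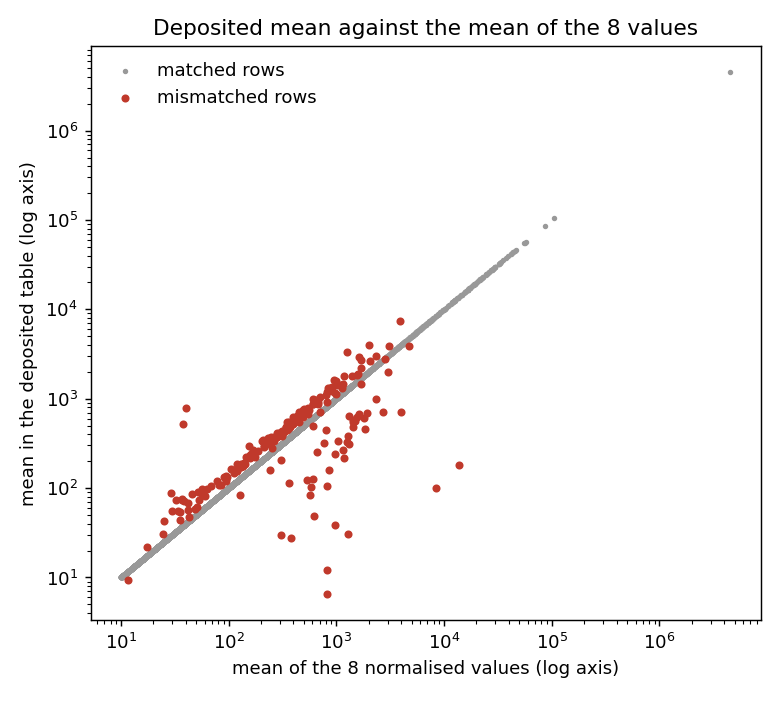
Mean in the authors' deposited table (vertical, log axis) against the mean of the 8 normalised values (horizontal, log axis), 1 point per gene with a mean of at least 10. The 13061 matched rows lie on the diagonal by definition, and the mismatched rows lie on both sides of it.

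The ratio of ratios asks which transcripts were more or less represented in the IP relative to input when adr-2 was absent. Of 13276 genes tested with limma, 182 had a higher ratio of ratios and 0 a lower one at an adjusted p under 0.001. All 182 were in mismatched rows, and all 182 were listed at 0 in both control IPs. In matched rows 0 of 13061 genes were called, against 1205 higher and 954 lower at an unadjusted p under 0.05. The DESeq2 likelihood ratio test with 3 degrees of freedom on the recovered reads moved the count most, to 596 higher genes, 393 of them in matched rows, and limma without the mismatched rows called 0. With a replicate block by number 180 genes were called higher, and with a replicate block within strain 178 were. Same-numbered samples deviated together only between the IPs of the 2 strains (correlation across genes 0.46), while the other 5 pairs of groups lay between -0.01 and 0.04.

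At an adjusted p under 0.05, limma called 256 genes higher and 21 lower, of which 54 and 21 were in matched rows. When the mismatched rows were left out, limma called 0 genes in either direction at 0.05, with 1196 higher and 934 lower at an unadjusted p under 0.05, whereas DESeq2 with 1 degree of freedom called 78 higher and 55 lower at 0.05. With all rows kept, rescaling to the same total gave 1778 higher (1572 in matched rows) and 2 lower at 0.05, and edgeR by library size only 1575 higher (1369 in matched rows) and 3 lower. In matched rows at 0.05, a replicate block within strain left 5 higher and 3 lower in limma, and a block by number 49 and 16. The count in matched rows at 0.05 thus depended on the rows adjusted over, the replicate block, the test and the scaling. The p-values in the authors' deposited table were those of a chi-square distribution with 3 degrees of freedom in all 27457 rows with a statistic, whereas a test of the ratio of ratios alone has 1. By the thresholds above, the authors' deposited table held 557 genes with a higher ratio, 350 of them in matched rows, and 564 with a lower ratio.

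The 11 regulon genes were all in mismatched rows, and 10 of them were listed at 0 in both control IPs. These 10 passed the threshold, both when adjusted over all genes and over the list alone, with adjusted p-values from limma between 1.61e-06 and 4.81e-06. Their log2 ratios of ratios ranged from 10.43 to 14.41, a size set by the pseudocount because the control IPs were listed at 0. pqm-1 (WBGene00004096, chromosome II, 11150391 to 11152595, minus strand, protein coding) was listed at 285.8 and 313.6 normalised units in the control inputs, 0 and 0 in the control IPs, 204.9 and 249.4 in the adr-2(-) inputs and 6259 and 6371 in the adr-2(-) IPs. Its deposited mean was 1474, below the 1711 that the 6 other values alone gave when divided by 8. nhr-193 (WBGene00010215, chromosome V, 16342308 to 16344401, plus strand) was listed at 2087 and 2135 in the adr-2(-) IPs, 0 and 0 in the control IPs, and had 4 and 5 reads in the adr-2(-) inputs. The remaining 8 genes listed at 0, fat-3, maoc-1, hyl-1, acly-1, lipl-5, tep-1, C25F9.11 and ogt-1, had values above 0 in the other 6 libraries. Over the 10 genes, values lay between 249.7 and 2106 in the control inputs, between 25.6 and 1755 in the adr-2(-) inputs and between 985.1 and 8272 in the adr-2(-) IPs. C08F11.13 was listed at 173.6 and 158.4 in the control IPs. Its log2 ratio of ratios of 2.05 (SE 0.76) did not pass, with an adjusted p of 0.212 from limma over all genes and 0.0261 over the list.

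**Figure D2:**
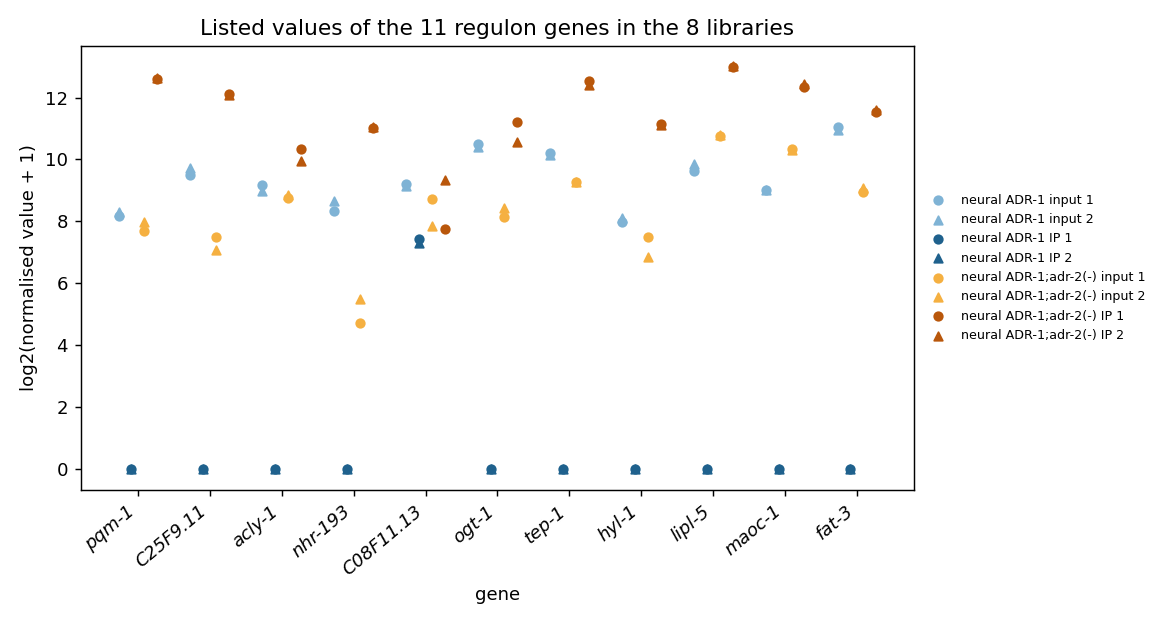
Listed values of the 11 regulon genes on the log2(normalised value + 1) scale, 1 point per library, with circles for replicate 1 and triangles for replicate 2. All 10 genes other than C08F11.13 sit at 0 in both control IPs, and all 11 are in mismatched rows.

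Of the 12 reference genes, the 11 analysed were all in matched rows, adr-1 only because its row held zeros throughout. Of the 10 with values, 0 passed the threshold for the ratio of ratios. gsk-3 (WBGene00001746, chromosome I, 12819216 to 12825602, plus strand) came closest, with a log2 ratio of ratios of 2.38 (SE 0.51, adjusted p from limma 0.0621). Its IPs differed little between strains, at 1116 ± 361 (SD, n = 2) in the control and 931 ± 232 (SD, n = 2) in adr-2(-). Its inputs fell from 794 ± 0.70 (SD, n = 2) to 128 ± 17.7 (SD, n = 2), the latter from 22 and 13 reads. lam-2 had a log2 ratio of ratios of 1.68 (SE 0.58, adjusted p from limma 0.181), myo-3 of 1.03, dsh-2 of 0.90 and gpd-3 of 0.80. unc-64 was at 0.05, vig-1 at -0.45, dod-24 at -0.72, glh-1 at -0.77 and cwn-1 at -0.93. For dod-24 the IPs spread widely, at 118 ± 137 (SD, n = 2) in the control against 310 ± 115 (SD, n = 2) in adr-2(-), while its inputs rose from 540.2 ± 48.5 (SD, n = 2) to 3850 ± 16.0 (SD, n = 2).

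The 5 largest called changes were in WBGene00009428 (a pseudogene), CC8.2, mnk-1, asah-1 and nhl-2. All 5 were in mismatched rows and were listed at 0 in both control IPs, and the first 2 of them were also listed at 0 in both adr-2(-) inputs. No lower change was called, so none is named. In matched rows, 6 genes were chosen after their values were seen as the largest at an adjusted p under 0.05. F40G12.11, prom-1 and lin-3 had log2 ratios of ratios of 7.06 (SE 0.92), 6.03 (SE 1.01) and 3.58 (SE 0.66). W07G4.1, the noncoding srpr-2.2 and R06C1.4 had -5.09 (SE 0.99), -4.90 (SE 0.83) and -3.47 (SE 0.42). In these 6 genes the log2 difference between the IPs of the strains lay between -0.92 and 0.15, and the inputs differed by -7.42 to 4.28. In the adr-2(-) inputs F40G12.11 and prom-1 were listed at 0 and lin-3 had 2 and 1 reads, and in the control inputs W07G4.1 had 2 and 2 reads, all under the floor of 3 reads.

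IP was compared with input in each strain to find transcripts over- and under-represented in the IP. In the control, 0 genes were higher and 174 lower, of which 173 were in mismatched rows. At an unadjusted p under 0.05, 1045 genes were higher. In adr-2(-), 30 genes were higher, 3 of them in matched rows, and 82 were lower, 81 of them in matched rows. This split depended on the scaling. Rescaling of every library to the same total gave 951 higher (799 in matched rows) and 8 lower (all in matched rows) in adr-2(-) and moved the median log2 change of all genes from 0.23 to 1.42. With a replicate block within strain, 0 genes were called in either direction in adr-2(-).

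The inputs were compared to ask how far expression differed between the strains. At 0.001, 0 genes were called in either direction, against 1856 higher and 2296 lower at an unadjusted p under 0.05. At an adjusted p under 0.05, 668 were higher and 1243 lower in adr-2(-), of which 664 and 1088 were in matched rows. Rescaling to the same total gave 0 higher (116 at an unadjusted p under 0.05) and 619 lower at 0.001, 509 of the latter in matched rows, with a median log2 change of all genes of -1.26. Between the IPs, 173 genes were higher in adr-2(-) and 0 lower, all 173 in mismatched rows. In matched rows limma called 0 genes between the IPs at an adjusted p of either 0.001 or 0.05, and 78 were higher and 8 lower at an unadjusted p under 0.05. Across the matched genes the variance of the strain difference was 2.04 in the inputs and 0.30 in the IPs, and the input difference was the larger in 77.2% of genes. The SD of log2 differences between strains was 0.36 for the IPs numbered 1 and 1.17 for those numbered 2. The unexplained closeness of the IPs numbered 1 and the lower depth of the inputs may both widen this contrast.

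**Figure D3:**
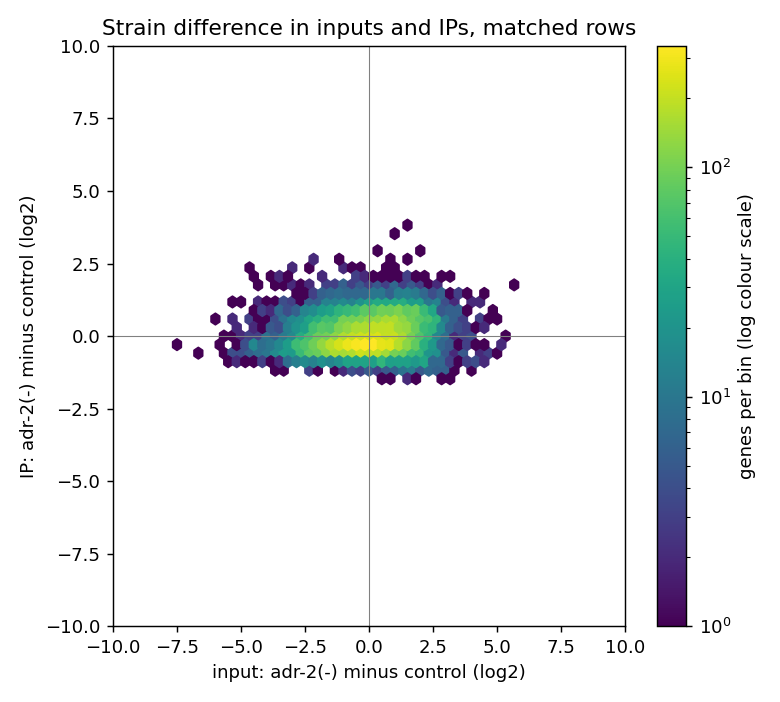
Strain difference, adr-2(-) minus control, in the IPs (vertical, log2) against the inputs (horizontal, log2) for the 13061 genes in matched rows, with colour giving genes per bin on a log scale. The spread is wider along the inputs (variance 2.04) than along the IPs (variance 0.30). The inputs were shallower, and the IPs numbered 1 of the strains were unusually close (SD of log2 differences 0.36).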

Values the study reported

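The study reported 545 transcripts that were bound more, or only, by neural ADR-1 when adr-2 was absent, at a log2 fold change of at least 1 and an adjusted p under 0.001. Of the transcripts it took forward, 193 were described as bound only in the absence of adr-2, having no reads in the IPs of animals with adr-2.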

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

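The tests of explanations in this part were chosen after the calls were seen.

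The ratio of ratios is itself a test of whether the IP enrichment differs between the strains, and it differed for 182 genes (higher) at an adjusted p under 0.001, and for 256 genes (higher) and 21 genes (lower) at 0.05. All 182 were in rows whose deposited mean differs from the mean of the 8 values. That difference by itself means that the 8 listed values, zeros included, did not give the deposited mean. Whether the control IPs alone could account for it was examined by computing the control IP mean from the deposited mean and from the deposited log2 change. The 2 agreed within 0.1 log2 in 87.6% of the 145 rows at 0 where both could be computed, against 94.1% of matched rows. Only rows with a computed mean above 0 entered, but this did not fix whether the 2 computed values agreed. In the agreeing rows the lowest computed control IP mean was 81.5 normalised units and the median 557. Of the 182 genes the check could be made in 130, and 126 agreed. For those 126 genes this argues against zeros in the control IPs as the values behind the deposited mean and log2 change. Of the 10 regulon genes at 0 the check could be made in 2 only, where ogt-1 agreed and fat-3 did not. In the other 8 the 6 remaining values already exceeded 8 times the deposited mean. The same held for 43 of the 182 genes, so there no control IP value could give the deposited mean, and values outside the control IPs differed too. Too few reads in the control IPs was tested by the reads that the control inputs and the IP to input ratio of the median gene would give. The median was 2674 reads, and all 182 genes were above 3. The 8 values listed in these rows were thus, by the definition of the rows, not those from which the deposited mean was computed. How they came to differ was not tested. From the deposited values alone, no biological reading of the 182 calls can be told apart from this difference. The paper also examined 6 genes of its list by immunoprecipitation followed by quantitative PCR, against animals lacking adr-1. It reported significant enrichment of all 6 without adr-2 and none with adr-2 present, and those data were not examined here.

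The 54 higher and 21 lower calls in matched rows at 0.05 did not hold in limma without the mismatched rows, where 0 were called, with 1196 higher and 934 lower at an unadjusted p under 0.05. The same p-values of the main test, adjusted over the matched rows alone, also gave 0, with 1205 higher and 954 lower unadjusted, so in limma these calls came from the adjustment over all rows. DESeq2 with 1 degree of freedom called 78 higher and 55 lower at 0.05 without the mismatched rows. In the simulation at a log2 ratio of 3, limma recovered 0 of 200 genes at 0.05, with 0 false calls. DESeq2 with 1 degree of freedom recovered 34, with 8 false calls. Power may thus account for a part of the difference between the tests, and false calls were not separated from it. Scaling also mattered, as rescaling to the same total gave 1572 higher calls in matched rows at 0.05. So did the replicate block, as limma with a block within strain called 5 higher and 3 lower there.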

How the results depend on the processing

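Under the alternatives set before the data were examined, the count of genes with a higher ratio of ratios stayed between 156 and 256, with 182 in the analysis as reported, and 0 to 4 of those called at 0.001 were in matched rows. With the mismatched rows left out, it was 0 with limma (1196 at an unadjusted p under 0.05) and 0 with DESeq2 (1046 at an unadjusted p under 0.05). The DESeq2 test with 3 degrees of freedom gave 596 higher and 555 lower, and 346 and 546 without the mismatched rows. Lower calls numbered 6 with DESeq2, 1 with DESeq2 without the mismatched rows and 21 at an adjusted p under 0.05. edgeR on the recovered reads called 190 higher, 178 of them the same genes as limma. The number of genes at 0 in both control IPs among the higher calls went from 182 to 0 without the mismatched rows. That was fixed in advance, because no matched row with a mean of at least 10 was at 0 in both. The 10 regulon calls were kept in every alternative that retained their rows, and no value could be given without those rows. The reference genes had 2 calls under 3 degrees of freedom, with and without the mismatched rows, against 0 otherwise. The cause of each of these changes was not tested beyond the removal of the rows and the degrees of freedom themselves.

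Higher genes in control IP against input, 0 as reported, numbered 1 with a replicate block by number, within strain, after rescaling to the same total and with edgeR by library size only, 5 with edgeR and a replicate block, 55 with DESeq2, 44 with DESeq2 without the mismatched rows and 71 at 0.05. Lower genes, 174 as reported, numbered 0 without the mismatched rows (993 at an unadjusted p under 0.05), 357 with DESeq2, 128 with DESeq2 without the mismatched rows and 377 at 0.05.

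In adr-2(-) IP against input, the 30 higher and 82 lower genes became 0 and 0 with a replicate block within strain, with a pseudocount of 0.1, without a filter, with edgeR using median-of-ratios factors and on thinned reads. At an adjusted p under 0.05 the same settings called between 1344 and 1811 higher and between 1011 and 1297 lower. Higher genes numbered 19 with a replicate block by number, 70 with a pseudocount of 10 and 2 without the mismatched rows. Rescaling to the same total gave 951 higher and 8 lower, edgeR by library size only 784 and 3, edgeR with a replicate block 89 and 154, DESeq2 571 and 582, DESeq2 without the mismatched rows 385 and 568, and a threshold of 0.05 gave 1898 and 1385. The cause was not tested.

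Between the inputs, 0 and 0 as reported, DESeq2 gave 158 higher and 265 lower, DESeq2 without the mismatched rows 142 and 135, and a threshold of 0.05 gave 668 and 1243. Lower genes numbered 619 after rescaling to the same total and 352 with edgeR by library size only. Between the IPs, the 173 higher genes became 0 with limma (80 at an unadjusted p under 0.05) and 0 with DESeq2 when the mismatched rows were left out.

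Each library was also left out in turn, with no test because 1 library then stood alone in its group. The number of called genes that kept a log2 change of at least 1 in the same direction was 182 in each of the 8 cases for the ratio of ratios and 10 in each of the 8 for the regulon genes. It was 174 for the control IP against input, 30 higher and 82 lower for the adr-2(-) IP against input and 173 between the IPs, whichever of the 4 libraries concerned was left out. The genes had been called for large changes in both replicates, so this could hardly have come out otherwise.

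Among single genes, the log2 ratio of ratios of unc-64 reversed from 0.05 to -0.035 with edgeR, -0.051 with edgeR and median-of-ratios factors, -0.056 on thinned reads, -0.042 with DESeq2 at 1 and at 3 degrees of freedom and -0.041 with either when the mismatched rows were left out. It ranged from -0.55 to 0.64 across the 8 cases that each left out one library. Rescaling to the same total reversed glh-1 to 0.65, cwn-1 to 0.50, vig-1 to 0.98 and dod-24 to 0.71, and edgeR by library size only gave 0.66, 0.46, 0.98 and 0.31. Those 2 scalings moved the median of all genes to 1.43 and 1.41, so relative to it these 4 genes stayed lower. dod-24 ranged from -2.36 to 0.92 when one library was left out. Over the named genes and alternatives with a test, 19 other values passed the threshold only under the alternative, and 526 stayed on their side of it. In the cases without one library, 20 other values moved by more than the spread between replicates. The cause was not tested.

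Depth limited the inputs most: 3 reads were 19.2 and 26.7 normalised units in the adr-2(-) inputs, and some called genes had 0 reads there.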

Other observations

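In this part, the tests of the degrees of freedom, of a repeated library, of a shared batch and of the part played by the inputs were chosen after the value each measures was seen. The others were chosen after the pattern was seen but before their own value was.

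The number of genes with a higher ratio of ratios was 182. That is lower than the value quoted from the study above for transcripts bound more or only in the absence of adr-2. The tests differ, however: limma on the ratio of ratios here, and a DESeq2 likelihood ratio test in the study. The deposited p-values of that test have 3 degrees of freedom. At the same thresholds the deposited statistics gave 557 higher genes, of which 203 were at 0 in both control IPs, as were all 182 here.

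Of the 350 genes in matched rows that the authors' deposited table gave as higher, 2 were also called by DESeq2 with 1 degree of freedom on the recovered reads, a share of 0.57%. That test called only 2 higher genes in matched rows in all, so the share could not have been larger and is no evidence by itself. With 3 degrees of freedom 346 of the 350 were called. At an unadjusted p under 0.05, 251 of the 350 were higher with 1 degree of freedom. The 3 degrees of freedom may thus account for the deposited calls, but differences elsewhere among the 4 groups were not separated from the lower power of the test with 1. In the authors' deposited table the adjusted p was below the p itself in 25 mismatched rows and in 0 matched rows. Benjamini-Hochberg adjustment cannot lower a p. Among the regulon genes this held for hyl-1 (DESeq2 p of the authors 0.128, adjusted 0.000147), nhr-193 (0.0123 and 0.00055) and fat-3 (0.000662 and 0.000499). It did not hold for the other regulon genes. Of the adr-2(-) IP values above 0 in mismatched rows, 17.3% were not whole reads, and 0 in matched rows were not.

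The IPs numbered 1 of both strains were closer to each other than replicates of either strain. Their reads per gene differed by a chi-square of 63.5 per degree of freedom, so they were not one library listed under 2 names. A batch shared by same-numbered libraries may contribute, but this could not be settled: the SD of log2 differences between the IPs numbered 2 was 1.17, below the 1.40 between control replicates and above the 1.12 between adr-2(-) replicates, and it was 1.22 and 1.19 between IPs of different strain and number. An exchanged label or a mixture in one IP numbered 1 could not be settled: the strain difference of the IPs numbered 1 correlated with the input difference at -0.13 across genes, against 0.19 for the IPs numbered 2, both weak. These explanations remain, and no biological explanation was tested.

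In matched rows the input difference varied nearly as widely as the ratio of ratios, with 97.5% of its variance. A ratio of variances is not a share explained, because the IP difference also enters the ratio of ratios. Among genes with a mean of at least 50 input reads, the SD of the ratio of ratios was 16.3% smaller, so low depth accounts for a part at most. Over 13057 genes, the input difference fell with exon length at a Spearman rho of -0.48, and the IP difference, computed afterwards for comparison, at -0.10. GC content gave 0.042. A bias by transcript length between the inputs is therefore a candidate explanation for a part of the ratio of ratios, and a difference of expression between strains cannot be told apart from it.

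Transcripts of 77 ribosomal protein genes were higher in the adr-2(-) inputs in 77 of 77 genes, with a median log2 difference of 2.35. They took 10.1% (95% Wilson interval 10.1 to 10.2%) and 13.4% (13.4 to 13.4%) of the reads in control inputs and 27.1% (27.0 to 27.1%) and 22.5% (22.4 to 22.5%) in adr-2(-) inputs. The median stayed above 0 under each scaling tried, and the lowest was 1.05, by library size only, where the median of all genes was -1.20. These genes are short, with a median exon length of 530 nucleotides. Among 10000 random lists matched on exon length and mean, 95% of medians lay between 1.18 and 1.75. Length and mean together may thus account for much of the difference and not for all of it. No list was matched on length alone, so the part of length was not separated from that of the mean. As the input libraries of each strain were not tested for other differences in preparation, a biological cause was not separated from these.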
